# A transcriptome dataset for gonadectomy-induced changes in rat spinal cord

**DOI:** 10.1038/s41597-022-01917-y

**Published:** 2022-12-29

**Authors:** Shawn Miller, Juan E. Abrahante, Avtar Roopra, Brendan J. Dougherty

**Keywords:** Neurology, Neurophysiology

## Abstract

Circulating sex steroid hormones are critical for neural function and development of neuroplasticity in many regions of the central nervous system. In the spinal cord, our knowledge of steroid hormone influence mostly derives from mechanistic studies of pain processing in dorsal spinal cord circuits; less is known regarding hormonal influence of ventral spinal motor function. Gonadectomy (surgical removal of the testes in males and ovaries in females) rapidly and persistently reduces circulating sex steroids in both females and males, providing a means to interrogate the role of hormones on neural function. Here we provide a next-generation RNA sequencing (RNA-seq) data set to evaluate the impact of gonadectomy on the transcriptome of ventral spinal cord tissue of adult female and male rats.

## Abstract (summary)

**Table:** 

Measurement(s)	Ventral spinal cord gene expression
Technology Type(s)	RNA Sequencing
Factor Type(s)	Ventral spinal cord gene expression
Sample Characteristic - Organism	Rattus norvegicus
Sample Characteristic - Location	United States

## Background & Summary

Our understanding of how sex steroid hormones influence central nervous system function across the lifespan has rapidly advanced over the past 30 years. The principle steroid hormones estrogen and testosterone are now recognized to exert pleiotropic effects on virtually all areas of the brain and spinal cord^1^. Primarily synthesized in the gonads and adrenal cortex, steroid hormones are released into the blood circulation, readily cross the blood brain barrier, and influence neuronal signaling through nuclear and non-nuclear receptor mechanisms^1–3^. In the spinal cord, steroid hormones directly modulate neurotransmitter release and synaptic neurotransmission^4^, facilitate myelination^5,6^, provide neuroprotection^7–10^, support axonal regeneration^11^ following spinal cord injury, and mediate the induction of neuroplasticity^2,12–18^. This knowledge comes primarily from studies of pain processing in the dorsal spinal cord, hippocampal learning and memory, and from rodent models of neuroprotection following spinal cord injury. Less understood is the direct role steroid hormones play in ventral spinal cord function and spinal motor output.

Gonadectomy, the surgical removal of the primary sex organs (ovaries in females; testes in males), induces a rapid and sustained reduction in circulating steroid hormones^2,17,19^. This relatively simple procedure is routinely used in basic science studies to ascertain the role of steroid hormones on function, particularly in the CNS. However, gonadectomy-induced reductions in steroid hormones are likely to alter the fundamental properties of the neural system being studied, complicating comparisons with gonadally-intact groups. This study used next-generation RNA sequencing (RNA-seq) to evaluate the impact of gonadectomy on the transcriptome of ventral spinal cord tissue of adult female and male rats. These data provide valuable, sex-specific gene expression profiles for the ventral cervical spinal cords of female and male rats and suggest unique, sexually dimorphic transcriptomic changes resulting from gonadectomy.

## Methods

All experimental procedures were approved by the University of Minnesota Institutional Animal Care and Use Committee and conformed to guidelines detailed in the National Institutes of Health Guide for the Care and Use of Laboratory Animals. Pairs of young-adult (3–4 months) Sprague-Dawley rats (Envigo; Indianapolis, IN, USA) were housed in a mixed-sex rodent room within facilities accredited by the Association for Assessment and Accreditation of Laboratory Animal Care. Rats were acclimatized to the rodent facilities for at least 1 week prior to the start of experimentation and were maintained on a 12 hr light-dark cycle (6am – 6 pm) with food and water available *ad libitum*. A total of 22 rats were used for this study: 10 male rats and 12 virgin female rats.

### Gonadectomy

Half of the male rats (n = 5) and half of the female rats (n = 6) underwent gonadectomy surgeries to reduce levels of circulating sex hormones. This is a common procedure to study the impact of circulating sex hormones on neural function and consists of removing the ovaries bilaterally in female rats (ovariectomy) or removing the bilateral testes (castration) in males. The castrated male rats in this study are referred to as gonadectomized (GDX) and females as ovariectomized (OVX).

At least 2 hours prior to surgery, all rats were provided Buprenorphine SR-LAB (1 mg/kg; s.q. ZooPharm; Fort Collins, CO, USA) for long-lasting pain control. For OVX surgeries, female rats were anesthetized with isoflurane in a closed chamber and then maintained via nose cone (2–3% in 50% O_2_) for the duration of surgery. Adequacy of anesthesia was confirmed by the lack of response to toe-pinch and eye-blink reflexes. Following removal of fur and skin cleansing with chlorhexidine (Prevantics; PDI Inc. Orangeburg, NY, USA), bilateral incisions were made through the dorsolateral skin and muscle layers to expose the ovarian fat pads. The ovaries were exteriorized and separated from the uterine horns using electrocautery to minimize bleeding. Uterine horns were then replaced into the abdominal cavity. Muscle layers were approximated and sutured with 4-0 absorbable suture (Covidien, Mansfield, MA, USA), and the skin incision was closed with wound clips (9 mm autoclips, MikRon Precision Inc. Gardena, CA, USA). Control rats (n = 6) were ovarian-intact and age-matched to OVX rats.

The GDX procedure in males was performed using similar surgical preparations. Male rats were anesthetized with isoflurane in a closed chamber and then maintained via nose cone (2–3% in 50% O_2_) for the duration of surgery. Adequacy of anesthesia was confirmed by the lack of response to toe-pinch and eye-blink reflexes. From a supine position, fur was removed over the bilateral testes and skin cleansed with chlorhexidine. Testes were exteriorized via small, bilateral scrotal incisions. The testes were removed using electrocautery to minimize bleeding and vas deferens were replaced back into the scrotal sac. The skin incisions were closed using veterinary surgical glue (Vetbond, 3 M, St. Paul, MN, USA) with special care taken to avoid the penile or anal openings. Control rats (n = 5) had intact testes and were age-matched to GDX rats. Following OVX and GDX surgeries, rats were recovered in temperature-controlled chambers until mobilizing independently, and then were returned to their home cages.

### Ventral cervical spinal cord tissue isolation

Rats were deeply anesthetized with isoflurane in a closed container, transcardially perfused with ice-cold saline (pH 7.4), and the spinal cords immediately extracted from C3-C6 (Fig. 1). The dorsal half of the tissue segments were discarded to isolate only the ventral spinal cord. Samples were quickly transferred to ice-cold RNAlater solution (Invitrogen) and refrigerated at 4 °C for 48 hours. Cords were subsequently removed from RNAlater solution, placed into fresh 1.5 mL conical tubes and stored at −80 °C until processed for RNA extraction (Fig. 1). The ventral cervical spinal cord in this region contains upper motor neurons of UE musculature and the phrenic motor pool, a column of motor neurons innervating the diaphragm muscle via the phrenic nerve. Spinal cord tissue from rats receiving castration or ovariectomy was processed 2 weeks post-surgery (Fig. 1), to align with recent studies indicating that respiratory function and the expression of phrenic neuroplasticity are impacted by gonadectomy in rats^2,16,17^.

**Fig. 1:**
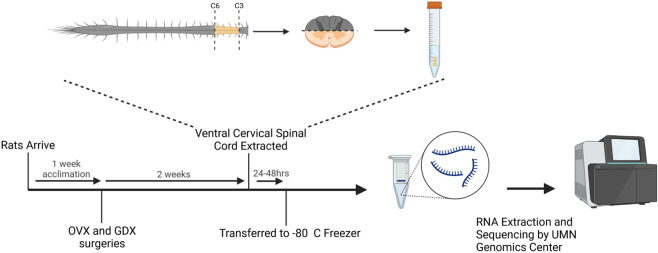
Experimental workflow. Following transcardial perfusion, spinal cord segments from C3-C6 were extracted and the dorsal half of the tissue segments discarded to isolate only the ventral spinal cord. Samples were quickly transferred to ice-cold RNAlater solution and refrigerated at 4 °C for up to 48 hours. The tissue was subsequently removed from RNAlater solution, placed into fresh 1.5mL conical tubes and stored at -80 °C until processed for RNA extraction and sequencing.

### RNA isolation and sequencing

All samples were sent on dry ice to the University of Minnesota Genomic Center for RNA isolation, library preparation and sequencing. RNA was isolated using the RNeasy mini kit (Qiagen Corp., Santa Clarita, CA) according to manufacturer’s instructions. The purity of RNA was checked with Nanodrop (Thermo Fisher Scientific). All RNAs showed a 260:280 ratio of >2.00 (Table 1)

**Table 1:** RNA quantification and quality controls including 260/280 ratios and RNA integrity numbers (RIN#).

Sample	Tissue	RNA Concentration (ng/µL)	260/280 Ratio	RIN #
Intact Female 1	Ventral Spinal Cord - IF1	226	2.09	8.4
Intact Female 2	Ventral Spinal Cord - IF2	102	2.05	8.4
Intact Female 3	Ventral Spinal Cord - IF3	212	2.07	7.8
Intact Female 4	Ventral Spinal Cord - IF4	251	2.07	8.4
Intact Female 5	Ventral Spinal Cord - IF5	141	2.06	7.9
Intact Female 6	Ventral Spinal Cord - IF6	262	2.07	8.6
OVX Female 1	Ventral Spinal Cord - XF1	144	2.08	8.0
OVX Female 2	Ventral Spinal Cord - XF2	177	2.06	8.8
OVX Female 3	Ventral Spinal Cord - XF3	192	2.1	8.1
OVX Female 4	Ventral Spinal Cord - XF4	177	2.07	8.0
OVX Female 5	Ventral Spinal Cord - XF5	230	2.09	8.2
OVX Female 6	Ventral Spinal Cord - XF6	160	2.06	7.9
Intact Male 1	Ventral Spinal Cord - IM1	59	2.08	8.5
Intact Male 2	Ventral Spinal Cord - IM2	176	2.09	8.2
Intact Male 3	Ventral Spinal Cord - IM3	120	2.07	8.4
Intact Male 4	Ventral Spinal Cord - IM5	142	2.05	8.4
Intact Male 5	Ventral Spinal Cord - IM6	225	2.06	8.1
GDX Male 1	Ventral Spinal Cord - XM1	181	2.09	8.2
GDX Male 2	Ventral Spinal Cord - XM2	190	2.04	8.3
GDX Male 3	Ventral Spinal Cord - XM4	295	2.06	8.4
GDX Male 4	Ventral Spinal Cord - XM5	262	2.08	8.0
GDX Male 5	Ventral Spinal Cord - XM6	218	2.07	8.0

RNA isolates were quantified using a fluorimetric RiboGreen assay and RNA integrity was assessed using capillary electrophoresis (Agilent BioAnalyzer 2100) to generate an RNA integrity number (RIN). All samples had RIN values ≥7.8 (avg. RIN 8.2; Table 1) and at least 1 ng total RNA. Sequencing libraries were generated using a SMARTer Stranded Total RNA Seq v2 – Pico Mammalian kit (Takara Bio). Briefly, >1 ng of total RNA were fragmented and then reverse transcribed into cDNA using random primers, with a template switching oligo incorporated during cDNA synthesis to allow for full length cDNA synthesis and retain strand specificity. Illumina sequencing adapters and barcodes were then added to the cDNA by PCR, followed by cleavage of ribosomal cDNA. Uncleaved fragments were then enriched by PCR for 12–16 cycles. Final library size distribution was again validated using capillary electrophoresis and quantified using fluorimetry (PicoGreen). Indexed libraries were normalized and pooled for sequencing. Libraries were then loaded onto a NextSeq. 550 (single read, Illumina) cartridge, where clustering occurred on-board the instrument. After clustering, sequencing was commenced using Illumina’s 2-color SBS chemistry. Following sequencing, Base call (.bcl) files for each cycle of sequencing were generated by Illumina Real Time Analysis software. Primary analysis and de-multiplexing were performed using Illumina bcl2fastq software. The end result of the bcl2fastq workflow was de-multiplexed FASTQ files for subsequent analysis. 151 bp fastq single-end reads (mean read depth ≥40 million per sample) were trimmed using Trimmomatic (version 0.33) enabled with the optional “-q” option; 3 bp sliding-window trimming from 3′ end required minimum Q30. Quality control of raw sequence data for each sample was performed using FastQC (Supplementary Figs. 1–22). Read mapping was performed via Hisat2 (v2.1.0) using the rat genome (Rnor_6.0.98) as reference. Mapping results are provided in Table 2. Average read-pairs per sample was 44.4 M with an average input fragment size of 188 bp (Table 2). 

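RNA from the ventral cervical spinal cord of 5 intact males, 5 GDX males, 6 intact females and 6 OVX females was sequenced with 1 library per rat. Rats are named here by the number in the tissue codes of Table 1, so that the intact males are rats 1, 2, 3, 5 and 6 and the GDX males are rats 1, 2, 4, 5 and 6. The authors mapped the trimmed reads with Hisat2 and deposited the number of reads that featureCounts assigned to each gene, without normalization. The total counted per library ranged from 12371756 to 17571887 reads, with a median of 14196615 in intact males, 15645521 in GDX males, 14640726 in intact females and 14766802.5 in OVX females. This total was 33.7% ± 0.929 (SD, n = 22) of the read-pairs in Table 2. The paper's text names both single-end reads and read-pairs, so whether this is a share of reads or of pairs stays open. It did not differ between GDX and intact males (exact permutation test, two-sided p = 0.103) or between OVX and intact females (p = 0.857 in the same exact test). A single gene, AY172581.24, took between 12.3% and 17.9% of the counts in each library. The average input fragment size in Table 2 falls into 2 classes, near 162 bp in 15 libraries and near 244 bp in 7. All GDX and OVX libraries are in the 162 bp class, together with intact males 2 and 5 and intact females 1 and 4, and the 7 libraries of the 244 bp class are all from intact rats. Gene levels are given as CPM, the expression unit of Fig. 2A, with the library size scaled by edgeR's TMM factors. The genome positions of the genes are not given, since the count table lists genes by Ensembl identifier and symbol alone.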

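A gene was taken as expressed in a library at 1 CPM or more of its unscaled total count. Between 13972 and 14358 genes were expressed per library. The mean was 14254 ± 34.6 (SD, n = 5) in GDX males and 14139 ± 103 (SD, n = 5) in intact males, a difference of 114.6 genes (exact permutation test, two-sided p = 0.0238). With a level of 0.5 CPM the difference fell to 20.2 genes (exact p = 0.786), the largest shift among the alternatives tried. Among 162 bp libraries, with 2 intact males left, the difference was 29.5 genes (exact p = 0.333). OVX females had 14275 ± 81.2 (SD, n = 6) expressed genes and intact females 14173 ± 75.3 (SD, n = 6), a difference of 101.3 genes (exact p = 0.0519). Among the 11 intact rats, the difference between 244 bp and 162 bp libraries within sex was -68.6 expressed genes (exact p = 0.267).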

Gene quantification was performed using Subread featureCounts for raw read counts (Fig. 2A). Sample variance was identified using principle component analysis (Fig. 2B). Clear separation between male and female samples indicate highly sex-specific expression profiles, and samples tended to cluster based on treatment (i.e. gonadally-intact vs. gonads removed; Fig. 2B). 

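The 500 genes with the highest variance in log2 CPM (prior count 2) were used for the components and for the distances between rats. The first 3 principal components held 25.8%, 11.5% and 7.22% of their variance. Males and females did not overlap on the first component, where intact males lay between 14.3 and 20.6, GDX males between 6.35 and 14.7, intact females between -13.7 and -5.38 and OVX females between -15.4 and -9.87. Sex held 24.6% of the squared distances between the 22 rats, where permuted labels gave 4.76% on average (permutation test, one-sided p = 1e-05, the smallest that 100000 permutations can give). With each gene scaled to unit variance this share was 11.0% (permutation p = 0.00154), the lowest of the settings tried. Among the 10 males, removal of the gonads held 25.6% of the squared distances against 11.1% for the average split (exact permutation test, one-sided p = 0.00794, the smallest the design allows). The 162 bp libraries alone gave 25.1% (exact p = 0.0476, with 5 GDX and 2 intact males). Among the 12 females the share was 11.1%, against 9.09% for the average split (exact p = 0.0714). Over all kept genes it was 11.5% (exact p = 0.00866), and among 162 bp libraries it was 16.0% (exact p = 0.214, with 6 OVX and 2 intact females). The library class held 12.8% among intact rats after centring each gene within sex (exact p = 0.1). Of the Y-linked genes followed, Kdm5d (ENSRNOG00000060496) had 34.5 ± 2.13 CPM (SD, n = 5) in intact males and 36.1 ± 3.64 CPM (SD, n = 5) in GDX males, and Eif2s3y (ENSRNOG00000060048) 41 ± 4.52 CPM and 45.8 ± 4.1 CPM. Neither gene had a count in any of the 12 females. In intact rats 599 of 14937 genes differed between the sexes at an adjusted p under 0.1 (edgeR quasi-likelihood test), 216 higher and 383 lower in males, and 34 genes did among the 162 bp libraries.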

The impact of gonadectomy on gene expression is presented in Fig. 3. Differentially expressed genes (DEGs) were identified using the edgeR (negative binomial) feature in CLCGWB (Qiagen, Redwood City, CA) using raw read counts. The frequency distribution of DEGs relative to their fold-change are plotted at three levels of statistical stringency (p < 0.1; p < 0.01; p < 0.0001; Fig. 3). 

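Counts were compared between 5 GDX and 5 intact males with edgeR's quasi-likelihood test over the 14931 genes kept by edgeR's filter on low counts, with Benjamini-Hochberg adjustment. At an adjusted p under 0.1, 1995 genes differed, 1012 higher and 983 lower in GDX males. At 0.01, 278 genes differed, 168 higher and 110 lower, and at 0.001 there were 2, Olfml2a and Cald1, both higher. An unadjusted p under 0.05 was reached by 3549 genes. Among alternatives that leave the rats unpaired, the one that changed the count at 0.1 by the largest factor was a rat's mean level of meningeal and fibroblast genes as a term in the model, chosen after the data were seen, which left 4 genes, while unadjusted p under 0.1 gave 4798. The meningeal and fibroblast level was higher in every GDX male than in every intact male, so that fit cannot separate it from GDX. With the library class as a term there were 796 genes, and among 162 bp libraries, with 2 intact males left, 440. At 0.001 the count depended on the test, with 306 genes in edgeR's exact test, 338 in its likelihood ratio test and 422 in DESeq2.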

Removal of the gonads appeared to have a more robust effect on the spinal transcriptome of male rats as a total of 1642 genes were significantly up or down regulated at p < 0.1, while 273 genes remained significantly different at p < 0.001 (Fig. 3A). Of these, 191 genes were significantly upregulated and 82 downregulated. 

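The 5 genes with the smallest adjusted p among those higher in GDX males were Olfml2a, Cald1, Fndc1, RGD1310587 and Cdh5. Olfml2a (ENSRNOG00000014034) had 18.1 ± 1.8 CPM (SD, n = 5) in GDX and 8.95 ± 0.697 CPM (SD, n = 5) in intact males, a log2 fold change of 1.02 (SE 0.09, adjusted p = 0.000102 from edgeR). The log2 fold changes of the other 4 lay between 0.56 (Cald1) and 1.23 (Cdh5), and their adjusted p between 0.000874 (Cald1) and 0.00136 (Cdh5). Cdh5 (ENSRNOG00000013324) had 21.3 ± 5.19 CPM in GDX and 9.06 ± 1.39 CPM in intact males. Among genes lower in GDX males the smallest adjusted p were those of Flt3, AABR07050487.1, Tlcd3b, Them6 and Unc80. Flt3 (ENSRNOG00000054764) had 29.1 ± 1.34 CPM in GDX and 40.2 ± 1.68 CPM in intact males, a log2 fold change of -0.46 (SE 0.05, adjusted p = 0.00124). The other 4 had log2 fold changes from -0.47 (AABR07050487.1) to -0.34 (Tlcd3b), with adjusted p up to 0.00546 (Unc80). With each rat left out in turn, these 10 genes had an adjusted p of at most 0.0156 (Unc80 without intact male 1). With the meningeal and fibroblast level as a term none of the 10 stayed under 0.1.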

Female gene expression in the ventral cervical spinal cord was minimally affected by removal of the gonads. 

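The same edgeR test on 6 OVX and 6 intact females covered 14910 genes. At an adjusted p under 0.1, 5 genes differed, 4 higher and 1 lower after OVX, and 1516 genes had an unadjusted p under 0.05. At 0.01 and at 0.001 the quasi-likelihood test called 0 genes, with a smallest adjusted p of 0.0376. At 0.001 the exact test and the likelihood ratio test of edgeR each called 5 genes, all higher, and DESeq2 called 9. At 0.1 the counts were 84 in the exact test, 100 in the likelihood ratio test and 174 in DESeq2. Unadjusted p under 0.1 gave the largest count, 2518. Single rats moved the count from 0, without OVX 1 or without OVX 6, to 113 without intact female 1. A test of the difference between the male and female responses over all 22 rats (the interaction of sex and gonadectomy, 15562 genes) called 18 genes at an adjusted p under 0.1, and 1810 genes had an unadjusted p under 0.05. The smallest adjusted p was that of Pkp4 (ENSRNOG00000005504), at 0.0179, with 1054 ± 31.5 CPM (SD, n = 5) in GDX and 847 ± 37.2 CPM (SD, n = 5) in intact males and 908 ± 38 CPM (SD, n = 6) in OVX and 936 ± 50 CPM (SD, n = 6) in intact females. Without GDX male 5 the interaction test called 1 gene, and without GDX male 1 it called 275. Of 10 genes of the steroid list (steroid receptors, steroid synthesis and Fkbp5) tested in each sex, 0 were called in males and 0 in females by edgeR, both over all genes and adjusted over the list alone. Among these 10 genes, an unadjusted p under 0.05 was found for Hsd17b4 in males and for Srd5a1 and Fkbp5 in females. From the numbers of DEGs, the paper proposes that removal of the gonads had a more robust effect in male rats.

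**Figure D1:**
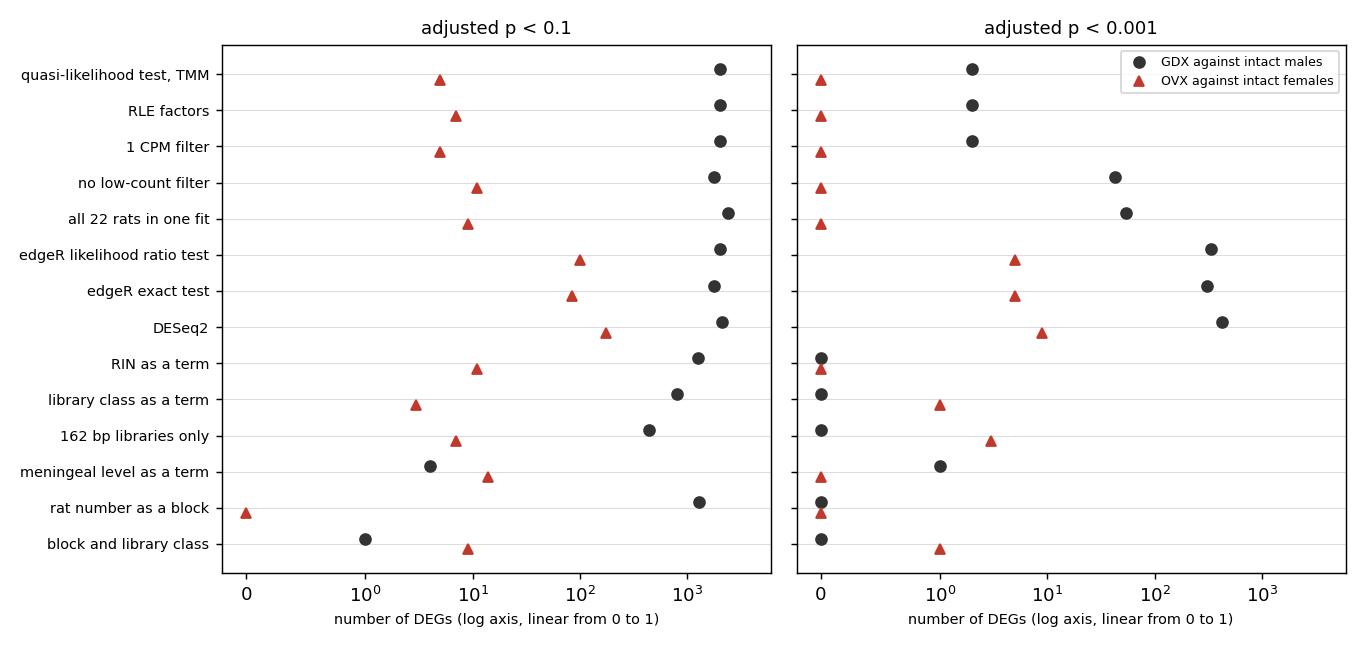
Number of DEGs between gonadectomized and intact rats in males and in females, at adjusted p under 0.1 and under 0.001, with 14 ways of analysing the counts on the vertical axis and the number of genes on a log axis. At 0.1 the male counts lie between 1 and 2395 and the female counts between 0 and 174, and males have fewer DEGs than females with the meningeal level as a term (4 and 14) and with the rat number as a block and the library class as a term (1 and 9). The meningeal level parts GDX from intact males completely but overlaps between the female groups, so as a term it takes up the male contrast. The block leaves out intact male 3 and GDX male 4, while all females stay. These fits therefore do not weigh the sexes alike.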

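The 4 genes called higher after OVX were RT1-S3, Bst2, Kdr and Cd93. RT1-S3 (ENSRNOG00000000777), a class I histocompatibility gene of a multigene family whose reads can be shared between members, had 13.2 ± 1.5 CPM (SD, n = 6) in OVX and 8.24 ± 0.985 CPM (SD, n = 6) in intact females, a log2 fold change of 0.68 (SE 0.10, adjusted p = 0.0376 from edgeR). Bst2 (ENSRNOG00000059900) had 6.61 ± 0.621 and 3.8 ± 0.714 CPM, a log2 fold change of 0.80 (SE 0.13, adjusted p = 0.0852). Kdr (ENSRNOG00000046829) had 21.5 ± 4.28 and 12.7 ± 2.21 CPM, a log2 fold change of 0.77 (SE 0.13, adjusted p = 0.0966). Cd93 (ENSRNOG00000024799) had 8.68 ± 1.85 and 4.38 ± 1.14 CPM, a log2 fold change of 0.99 (SE 0.18, adjusted p = 0.0999). With each rat left out in turn, RT1-S3 stayed under 0.1 in 10 of 12 fits, Kdr in 6, and Bst2 and Cd93 in 5 each. With the library class as a term RT1-S3 alone of these 4 stayed under 0.1 (log2 fold change 0.86, adjusted p = 0.0486).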

Only 114 genes were significantly changed following OVX at lower statistical stringency (p < 0.1), with 6 DEGs remaining significantly upregulated at p < 0.001 (Fig. 3B).

**Table 2:** RNA-Seq mapping results and NCBI data accession codes for each sample.

Sample	Tissue	Average input fragment size (bp)	Raw Read-pairs (per million)	% sequence alignment	NCBI SRA Data Accession
Intact Female 1	Ventral Spinal Cord - IF1	162	51.8	98.03	GSM6112668
Intact Female 2	Ventral Spinal Cord - IF2	243	41.7	97.97	GSM6112669
Intact Female 3	Ventral Spinal Cord - IF3	245	47.6	97.75	GSM6112670
Intact Female 4	Ventral Spinal Cord - IF4	162	43.6	97.51	GSM6112671
Intact Female 5	Ventral Spinal Cord - IF5	244	43.6	97.88	GSM6112672
Intact Female 6	Ventral Spinal Cord - IF6	244	38.7	97.77	GSM6112673
OVX Female 1	Ventral Spinal Cord - XF1	162	50.5	97.47	GSM6112674
OVX Female 2	Ventral Spinal Cord - XF2	162	46.6	97.65	GSM6112675
OVX Female 3	Ventral Spinal Cord - XF3	161	41.1	97.75	GSM6112676
OVX Female 4	Ventral Spinal Cord - XF4	162	50.7	97.56	GSM6112677
OVX Female 5	Ventral Spinal Cord - XF5	162	39.6	97.51	GSM6112678
OVX Female 6	Ventral Spinal Cord - XF6	162	37.6	97.59	GSM6112679
Intact Male 1	Ventral Spinal Cord - IM1	243	43.7	97.25	GSM6112658
Intact Male 2	Ventral Spinal Cord - IM2	162	39.8	97.72	GSM6112659
Intact Male 3	Ventral Spinal Cord - IM3	244	39.3	97.87	GSM6112660
Intact Male 4	Ventral Spinal Cord - IM5	162	47.7	97.82	GSM6112661
Intact Male 5	Ventral Spinal Cord - IM6	243	44.3	97.53	GSM6112662
GDX Male 1	Ventral Spinal Cord - XM1	162	44.4	97.65	GSM6112663
GDX Male 2	Ventral Spinal Cord - XM2	162	50.9	97.43	GSM6112664
GDX Male 3	Ventral Spinal Cord - XM4	161	44.0	97.71	GSM6112665
GDX Male 4	Ventral Spinal Cord - XM5	162	42.7	97.93	GSM6112666
GDX Male 5	Ventral Spinal Cord - XM6	162	46.1	97.75	GSM6112667

**Fig. 2:**
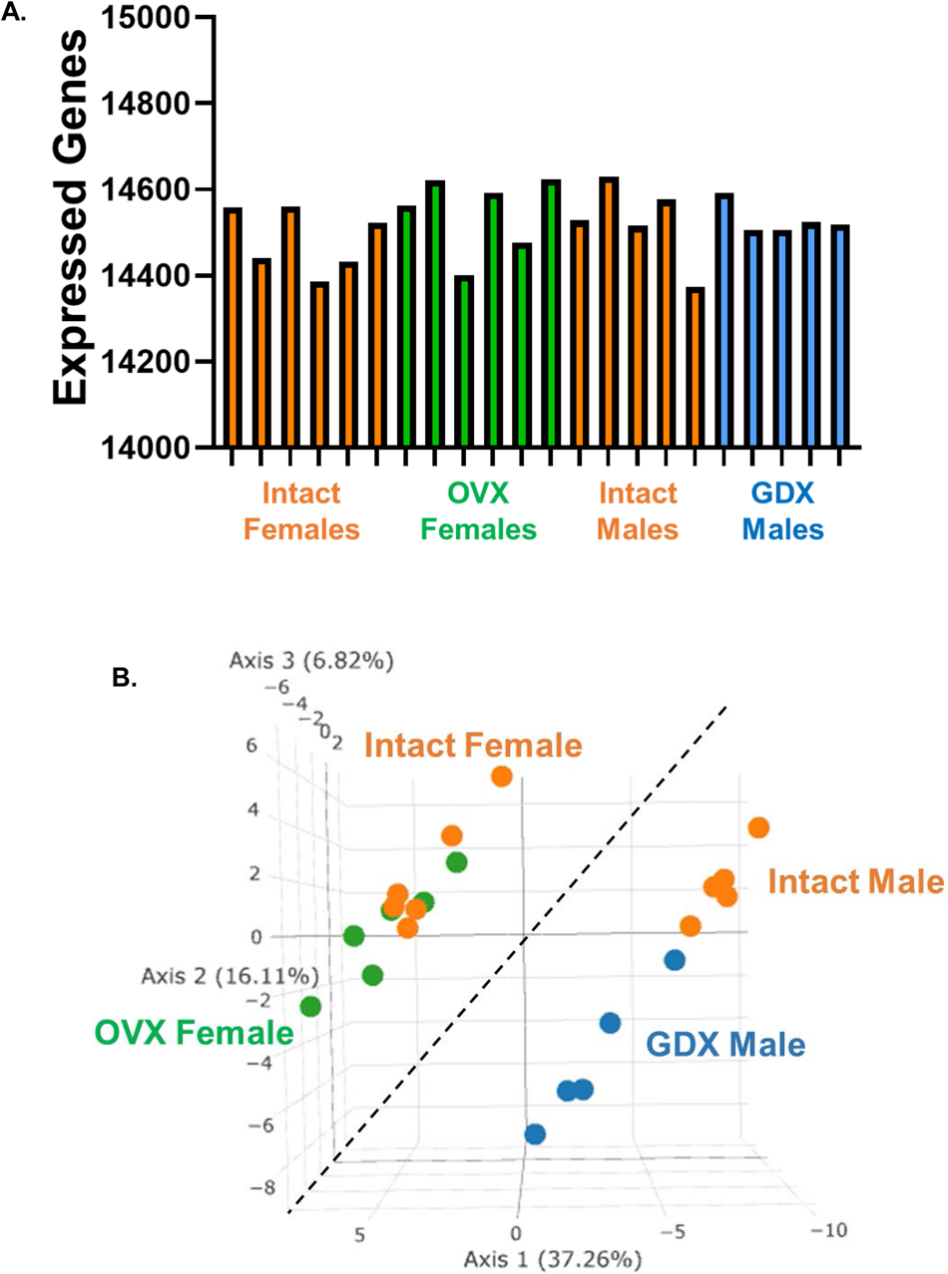
RNA-Seq data analysis. After quality check, reads were mapped to the rat genome (Rnor_6.0.98) using Hisat2 (v2.1.0). The number of genes expressed per sample is shown in (A). For this plot a gene was considered expressed if it had expression equal to or higher than 1 read per million. Principle component analysis (PCA; B) illustrates the clustering of female and male samples. The first three principal components are shown, and the percent of total variation explained by each component is shown in the axis titles. Samples with similar characteristics appear close to each other, and samples with dissimilar characteristics are farther apart.

**Fig. 3:**
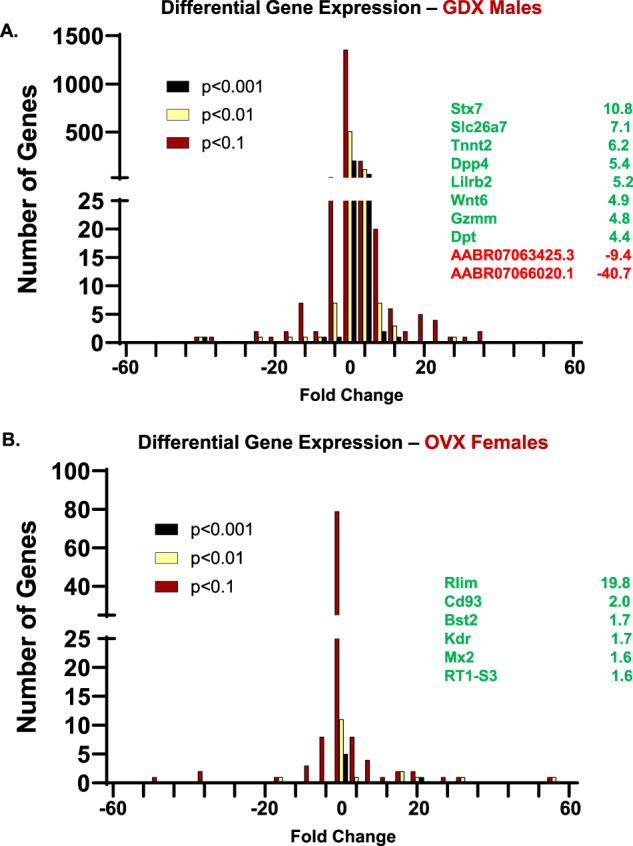
Differential Gene Expression following GDX. Removal of the primary sex organs induced transcriptomic changes in the ventral cervical spinal cord. The frequency distribution of DEGs relative to their fold-change is plotted at three levels of statistical stringency (p < 0.1; p < 0.01; p < 0.0001) in male rats following GDX (A) and female rats following OVX (B). Included are the top 10 most differentially expressed genes at p < 0.001 for males, and the 6 genes upregulated in females at p < 0.001.

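Of the 10 genes listed for males in Fig. 3A, 7 passed the filter on low counts and 6 had an adjusted p under 0.1 in edgeR's quasi-likelihood test, also 6 when adjusted over the list alone. The list was chosen on these same rats, so the second count is not independent evidence. Slc26a7 (ENSRNOG00000006096) had 2.12 ± 1.09 CPM (SD, n = 5) in GDX and 0.287 ± 0.0876 CPM (SD, n = 5) in intact males, a log2 fold change of 2.83 (SE 0.41, adjusted p = 0.00375). Its level in intact females, 1.68 ± 0.996 CPM (SD, n = 6), was near that of GDX males. Gzmm, Tnnt2, Wnt6 and Dpp4 were higher in GDX males with log2 fold changes of 2.26, 2.65, 2.32 and 2.45 and adjusted p of 0.00554, 0.00849, 0.0102 and 0.0109. With the meningeal and fibroblast level as a term, the log2 fold changes of Tnnt2, Dpp4 and Wnt6 changed sign, to -0.08, -0.47 and -0.46. Dpp4 and Wnt6 belong to the list that gives this level, with changes above its median. For them the change of sign is therefore partly built in and decides nothing. AABR07063425.3 (ENSRNOG00000056970) was lower in GDX males, with 1.05 ± 0.551 against 9.94 ± 7.6 CPM, a log2 fold change of -3.23 (SE 0.58, adjusted p = 0.00681), and with the library class as a term its adjusted p was 0.129. Stx7 (ENSRNOG00000015670) had 26.4 ± 2.59 CPM in GDX and 29.7 ± 6.12 CPM in intact males, a log2 fold change of -0.17 (SE 0.11, adjusted p = 0.411), and of 0.02 with the library class as a term. Lilrb2, Dpt and AABR07066020.1 were below the filter, and without it their log2 fold changes were 2.39, 2.16 and -5.31 with adjusted p of 0.0123, 0.00878 and 0.0225. AABR07066020.1 had 6.22 CPM in intact male 2, against a group mean of 1.37 ± 2.71 CPM. For the 6 genes of Fig. 3B, 4 were called over all genes and 6 when adjusted over the list alone. Mx2 had a log2 fold change of 0.71 (SE 0.14, adjusted p = 0.115). Rlim (ENSRNOG00000002824) had 2.41 ± 3.34 CPM (SD, n = 6) in OVX and 0.97 ± 0.462 CPM (SD, n = 6) in intact females, a log2 fold change of 1.29 (SE 0.60, adjusted p = 0.48), and of 0.14 without OVX 3, whose level was 9.19 CPM. Among males, 3 of these 6 genes were called by edgeR. Kdr (log2 fold change 0.64, adjusted p = 0.0102) and Cd93 (0.53, adjusted p = 0.0624) were higher after GDX. Rlim was lower (-1.78, adjusted p = 0.0304), opposite to its direction in females.

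**Figure D2:**
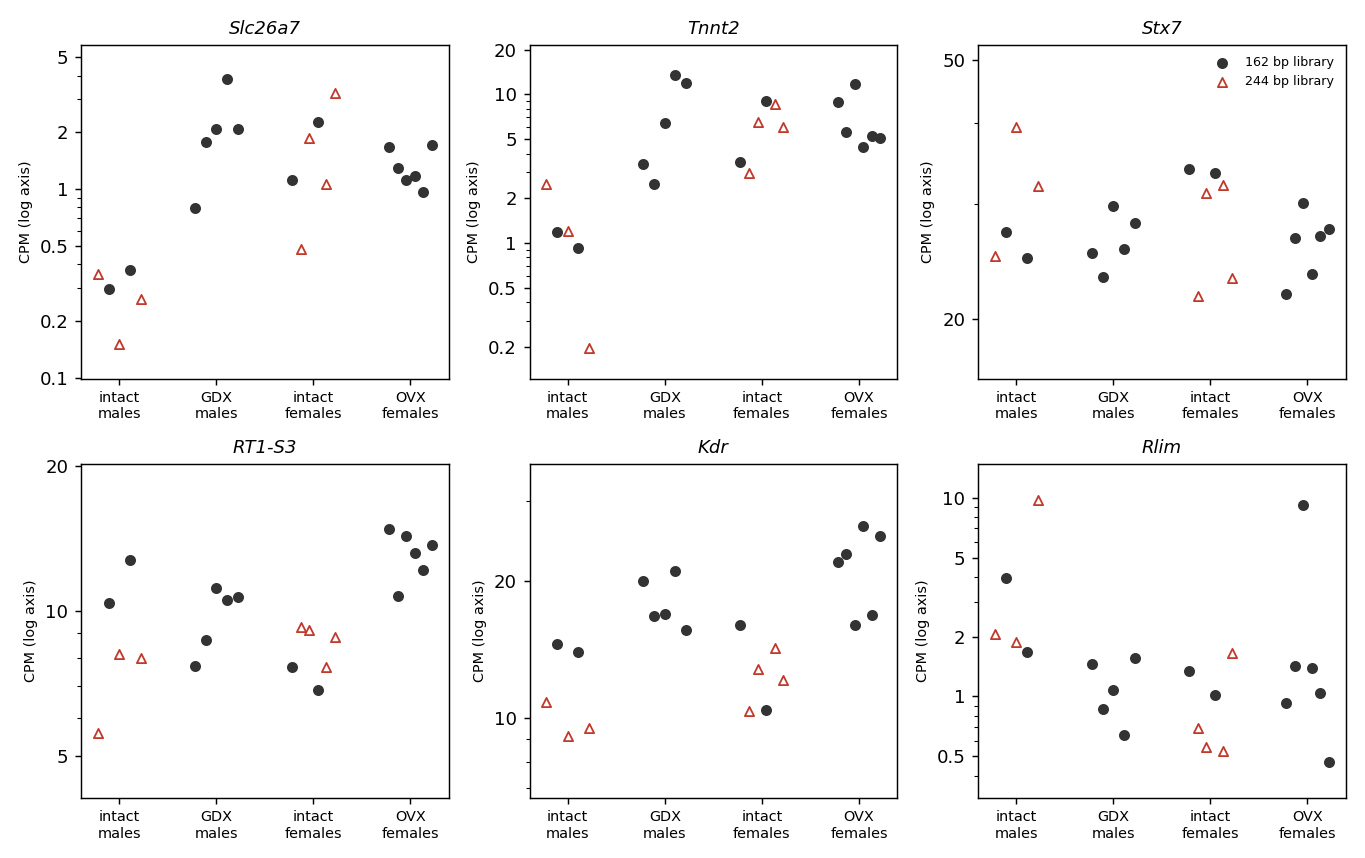
CPM on a log axis of 6 genes named in Fig. 3, one point per library by group, with filled circles for 162 bp and open triangles for 244 bp libraries. All GDX males lie above all intact males for Slc26a7, the groups overlap for Stx7, and a single OVX library, at 9.19 CPM, stands apart for Rlim.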

## Data Records

Tables 1, 2 provide specific information related to each sample used in this study. Complete RNA-seq data were deposited in the NCBI’s Gene Expression Omnibus (GEO) database (GSE202381)^20^.

## Technical Validation

As our samples represent heterogeneous populations of cells in the spinal cord, we eliminated the dorsal spinal tissue in each sample to reduce variability and focus our analysis on the area of primary interest, the ventral cervical spinal cord. 

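The content of motor neurons and dorsal horn neurons in the tissue was followed with lists of marker genes. The mean log2 CPM of 13 motor neuron genes was 6.57 ± 0.33 (SD, n = 5) in intact males, 6.41 ± 0.10 (SD, n = 5) in GDX males, 6.75 ± 0.20 (SD, n = 6) in intact females and 6.40 ± 0.20 (SD, n = 6) in OVX females. The mean of the dorsal horn genes was 2.08 ± 0.17, 2.15 ± 0.24, 2.07 ± 0.21 and 2.25 ± 0.33 in the same order of groups. The motor neuron genes were lower in OVX than in intact females, all 13 of 13, with a median log2 fold change of -0.32 (camera from limma with a preset correlation, adjusted p = 1.11e-15). This call was not held under fry (adjusted p = 0.0558) or under a correlation estimated from the data (adjusted p = 0.0597). In males camera also called the list lower after GDX (median -0.234, 1 of 13 genes higher, adjusted p = 0.0255). Neither fry (adjusted p = 0.323) nor an estimated correlation (adjusted p = 0.56) did so. The mean log2 CPM of the list, compared between rats, changed by -0.34 after OVX (exact permutation test, two-sided p = 0.0173) and by -0.16 after GDX (exact p = 0.357). Among intact rats the same genes were higher in 244 bp than in 162 bp libraries, 13 of 13, by a median of 0.37 on the log2 scale (camera, adjusted p = 2.5e-18, and 0.194 under fry). With the library class as a term, the median change after OVX was -0.12. The dorsal horn list was not called in either sex (camera, adjusted p = 0.967 in males and 0.0644 in females).

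**Figure D3:**
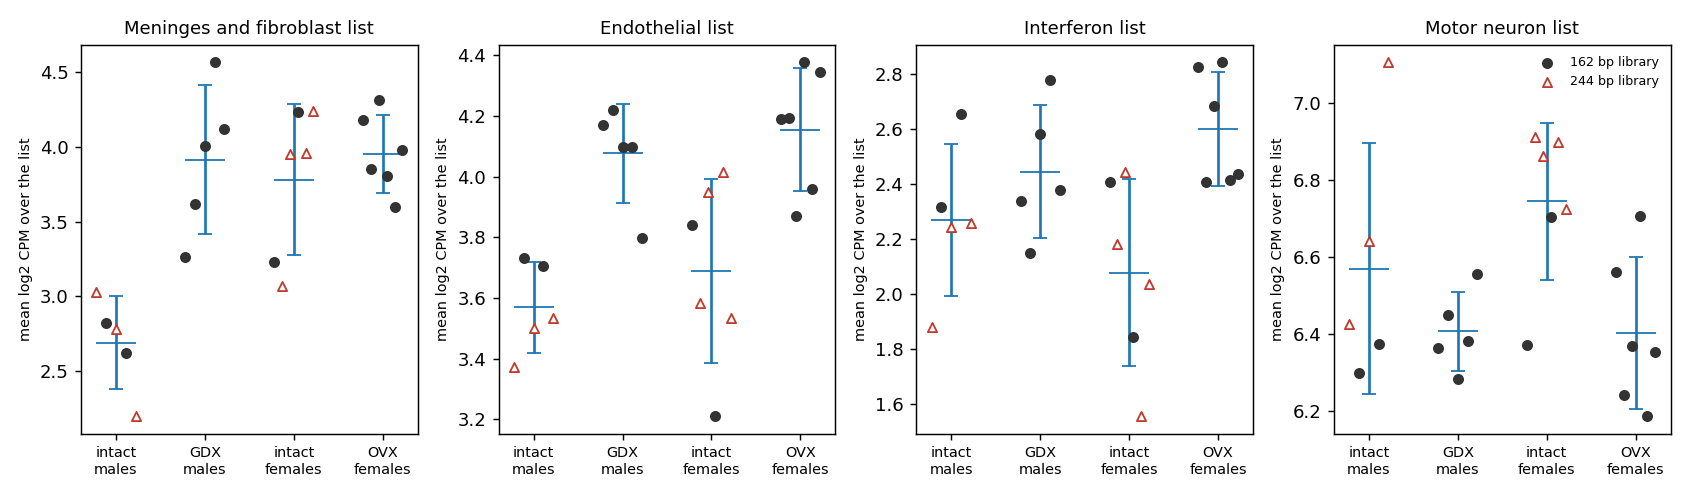
Mean log2 CPM of the genes of the meninges and fibroblast, endothelial, interferon and motor neuron lists in each library, by group, with filled circles for 162 bp and open triangles for 244 bp libraries and a bar for the mean ± SD of each group. The meninges list is lowest in intact males, at 2.69 ± 0.31 against 3.91 ± 0.50 in GDX males.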

The quality of RNA was examined using an Agilent BioAnalyzer 2100 and all samples showed high RNA integrity (Avg. RIN 8.2) appropriate for deep sequencing. RNA-seq data quality was determined using FastQC. Average input fragment size per sample was ~188 bp with a mean read depth of 44.36 million (Table 1). Subsequently, a high percentage of reads were mapped to the reference rat genome (97.69% alignment; Table 1). PCA plots for the 4 groups are provided in Fig. 2.

## Supplementary information

Supplementary Figures

## Data Availability

No custom code was generated or used for analysis of the data presented.

How the deposited data were processed for this re-analysis (not part of the article)

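RNA sequencing libraries of ventral cervical spinal cord, 1 per rat, were analysed from 5 intact males, 5 GDX males, 6 intact females and 6 OVX females. According to the paper, the authors trimmed the reads with Trimmomatic, mapped them with Hisat2 to the rat genome and counted them per gene with Subread featureCounts. The values used are the deposited counts, which the authors had not normalized, per gene in 22 libraries, and every column of the count table was matched to a rat. The values were whole numbers with a different total in each library. The paper's text does not name the strand, multi-mapping and overlap settings of the counting, so reads of paralogs cannot be assigned further. Between 12371756 and 17571887 reads were counted per library. These are reads without molecular identifiers, so p-values describe the spread between rats and not the sampling of molecules.

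Libraries were grouped by sex, by removal of the gonads and by the class of the average input fragment size in Table 2, 162 bp or 244 bp. GDX was compared with intact males, OVX with intact females, intact males with intact females, and the 244 bp with the 162 bp class within intact rats with sex as a term. The interaction of sex and gonadectomy was tested over all 22 rats with 4 group means. Each comparison used R 4.3.3 and edgeR 4.0.16 with genes kept by filterByExpr, TMM factors, glmQLFit and glmQLFTest, and Benjamini-Hochberg adjustment over the genes tested, at levels of 0.1, 0.01 and 0.001. The paper's text does not say whether its p-values were adjusted, and adjusted values were used here with unadjusted ones as an alternative. Log2 CPM values had a prior count of 2. The components and shares of squared distance used the 500 genes with the highest variance, and shares were tested by exact enumeration of the splits or, for sex, by 100000 permutations. The genes named are the 16 genes printed in Fig. 3, whose fold changes had been seen in the paper, those of the lists of sex-linked and steroid genes, and in each comparison the 5 genes with the smallest adjusted p in each direction, where under 0.1. Further genes are named as noticed after their values were seen. Results of 2 of the genes to be named are not reported here, and these genes were also left out of the search for single values described below. The 21 lists of marker genes were tested with camera from limma 3.58.1 at a preset correlation of 0.01, with fry and with an estimated correlation beside it, adjusted over the lists of a comparison at a level of 0.05.

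These comparisons, lists and alternatives were set before the data were examined, with 1 exception, the mean level of the meninges and fibroblast list as a term, which was chosen after seeing the data. The alternatives were DESeq2 1.42.0, RLE factors, no filter on low counts, a filter at 1 CPM, unadjusted p, RIN as a term, the library class as a term, 162 bp libraries only, edgeR's exact test on genes with a total of at least 5 counts, edgeR's likelihood ratio test, all 22 rats in 1 fit, the rat number as a block, and each rat left out in turn. Other numbers of genes, scaling and prior counts were tried for the components, and other CPM levels for expressed genes. Offsets for GC content and gene length were not run, since neither genome nor annotation of the build was at hand.

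The pipeline was tested on simulated data, counts drawn at the measured levels and spreads with 200 changed genes in each comparison. In the male comparison 64.3%, 86.9% and 95.7% of genes with a log2 fold change of 0.5, 1 and 2 in size were called at an adjusted p under 0.1, with 7.87% false calls among all calls. For the female comparison these were 61.5%, 95.5% and 100%, with 14.4% false calls. In the interaction 50%, 72.3% and 88% were called, with 12.3% false calls. The false calls in the female comparison and in the interaction exceeded the level of 0.1. Each gene was drawn on its own, without variation shared between genes, such as that of tissue content or library class. These rates therefore need not hold for the measured counts. For each comparison of groups, the number of genes at an adjusted p under 0.1 was also counted for up to 100 splits of the same rats. Genes with a log2 gap of at least 2 between their high and low libraries were listed, and groups of rats were searched for single values far from the rest with Dixon's test at 95%. Supplementary FastQC figures were not used here.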

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

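The tests of the library class, of the share of neurons and of the meningeal level on the marker lists and on the interaction were chosen only after the results were seen. The splits of the rats and the list tests themselves had been set earlier.

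Single libraries far from the rest of their group were searched for with Dixon's test in 168 groups of named genes and measures, and 7 were found, where chance gives about 5%, or 1 in 20 groups. Adar had 115 CPM in GDX 1 against 99.3 to 103 in the other GDX males. Rlim had 9.19 CPM in OVX 3 against 0.468 to 1.42 in the other OVX females, and Slco3a1 41.6 CPM in OVX 3 against 45.4 to 46.2. Olfml2a had 14.7 CPM in OVX 5 against 18.4 to 20.4, and Tlcd3b 47.4 CPM in OVX 4 against 36.2 to 39. AABR07050487.1 had 24.1 CPM in intact female 1 against 30.1 to 33.4, and the mean log2 CPM of the erythroid list was -0.856 in intact female 2 against 0.613 to 1.479. The number found is near that given by chance, and no technical or biological explanation was tested for these single values.

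The male and female responses to removal of the gonads differed in 18 genes at an adjusted p under 0.1 (edgeR, interaction over all 22 rats). In 15 of the 18 the 2 sexes had log2 fold changes of opposite sign, and in 16 the larger change was in males, the exceptions being Slco3a1 (-0.11 in males and 0.21 in females) and Dbp (0.25 and -0.29). The genes were picked for a difference between the sexes, which itself favours opposite signs where the female change is small. None of the 18 was called in the female comparison, so opposed responses are not shown. Slc26a7 had the largest difference, a log2 value of 3.15 (SE 0.58, adjusted p = 0.063), and Pkp4 one of 0.36 (SE 0.06). Chance is made less likely, but not excluded, by relabelling of gonadectomy within sex. In this test 2 of 100 relabellings, the real one included, gave as many genes, and the other gave 107. A class effect common to both sexes nearly cancels in this comparison, since the intact groups hold similar shares of 244 bp libraries, so the fit with the class as a term (6 of the 18 stayed called) decides nothing. A class effect that differs between the sexes is argued against as the whole cause by the 162 bp libraries alone, where no class can differ: the median ratio to the full data was 0.883 and all 18 kept their sign, and over the 150 choices of 2 intact rats of each sex the ratio of differences in mean log2 CPM lay between 0.791 and 1.184. With so few intact rats 0 of the 18 stayed called in edgeR's test among 162 bp libraries, against 5 calls in all. The meningeal level also stays open, with a median ratio of 0.753 when it was a term, since a change of the meninges after GDX would lower the ratio in the same way. The count rests on single rats, falling to 1 without GDX 5 and rising to 275 without GDX 1. The sex of the rats, which the design names, stays among the open explanations.

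The mean log2 CPM of the meninges and fibroblast list rose by 1.22 after GDX (exact permutation test, two-sided p = 0.00794) and by 0.17 after OVX (exact p = 0.478), a difference of 1.05 between the sexes (permutation of gonadectomy within sex, two-sided p = 0.0437). Over the 5 lists compared in this way the adjusted p was 0.219, so the difference fails the correction. Intact males lay 1.09 below intact females in this measure, a difference of -1.09 (exact p = 0.00866), while GDX males at 3.91 ± 0.50 (SD, n = 5) were near OVX females at 3.95 ± 0.26 (SD, n = 6).

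In males, 5 lists of genes that the paper does not discuss changed after GDX under both camera and fry. The meninges and fibroblast list rose by a median log2 value of 1.21, with 28 of 28 genes higher, the endothelial list by 0.49 with 20 of 20, the pericyte and smooth muscle list by 0.458 with 10 of 10, and the Schwann cell and root list by 0.293 with 12 of 12, and the neuron list fell, at -0.212 with 0 of 14 genes higher. Under an estimated correlation none of the 5 was called (adjusted p of 0.0682 for 4 of them and 0.124 for the Schwann cell and root list). The library class as the whole cause is argued against by the values with the class as a term. They were 1.18 for the meninges list, 0.33 for the endothelial list and 0.204 for the pericyte list. They were 0.381 for the Schwann cell list and -0.331 for the neuron list. Between classes of intact rats the meninges list differed by 0.037, which argues against the class, and the endothelial list by -0.022. In intact males the endothelial mean was 3.733 and 3.707 log2 CPM in 162 bp libraries and 3.374 to 3.534 in 244 bp libraries. The pericyte list went likewise (3.603 and 3.706 against 3.286 to 3.53). In intact females the endothelial values overlapped (3.842 and 3.211 against 3.535 to 4.016). Part of the male rise in the endothelial and pericyte lists may thus go with the class. A lower share of neurons would raise the lists of all other cell types alike, and the astrocyte list, at 0.047, did not rise with the meninges list. For the neuron list itself a lower share of neuronal RNA cannot be told apart from lower expression in neurons, since both would leave the glial lists slightly higher, as were the oligodendrocyte list at 0.088, the microglia list at 0.144 and the astrocyte list. The amount of meninges in the tissue taken stays open: across 14903 genes outside the list, the slope on the meningeal level between females of 1 group correlated with the male log2 fold change (Spearman's rho 0.18, permutation p = 0.0119, and 0.123 to 0.202 with each female left out), but genes are not independent replicates and a change of the meninges after GDX would give the same relation, so the explanations cannot be told apart. Aebp1, Col1a1, Pdgfra and Col3a1, the most abundant genes of the list, had a mean of 113, 85.7, 80.4 and 77.7 CPM and log2 fold changes of 0.85, 1.81, 0.23 and 1.73. Of the 28 genes of the meninges list tested in males, 3 were printed in Fig. 3, and without them 25 of 25 were higher with a median of 1.11, 24 of them called.

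In females, 3 lists besides the genes of Fig. 3B changed after OVX under both camera and fry. The interferon list rose by a median log2 value of 0.397 with 24 of 25 genes higher, the endothelial list by 0.40 with 20 of 20, and the erythroid list by 0.896 with 5 of 5. Under an estimated correlation only the interferon list of these 3 was called (adjusted p = 0.0266, and 0.0512 for both others). Fig. 3 prints 3 genes of the interferon list and 2 of the endothelial list, so for these the rise is not independent evidence. With the library class as a term the medians were 0.427, 0.581 and 0.609, which argues against the class as the whole cause. None of the 3 rises was shown to differ from that in males, with a difference in mean log2 CPM of -0.35 (permutation p = 0.215) for the interferon list, 0.04 (p = 0.886) for the endothelial list and 0.37 (p = 0.651) for the erythroid list. The loss of ovarian hormones stays open, as does blood left in the tissue after perfusion for the erythroid and endothelial lists, and neither was tested.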

How the results depend on the processing

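The meningeal level as a term was chosen after seeing the data. Where a count or call changed under an alternative, the cause was not tested, except that fewer libraries were left when rats or classes were left out and that unadjusted p-values admit more genes by construction. Numbers in parentheses are genes higher and lower.

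At an adjusted p under 0.1 the 1995 male DEGs became 2101 in DESeq2 (1891 of them shared), 1994 with RLE factors, 1754 without a filter, 2009 with the 1 CPM filter, 1757 in the exact test (1630 shared), 1993 in the likelihood ratio test and 2395 with all 22 rats in 1 fit, all within 1.5 times. Unadjusted p gave 4798 (2372 and 2426), RIN as a term 1262 (600 and 662), 162 bp libraries only 440 (197 and 243), the class term 796 (336 and 460) and the meningeal level 4 (4 and 0). At 0.001 the 2 male DEGs became 671 (360 and 311) with unadjusted p, 422 (222 and 200) in DESeq2, 43 (41 and 2) without a filter, 306 (203 and 103) in the exact test, 338 (218 and 120) in the likelihood ratio test, 54 (37 and 17) with all 22 rats, 1 (1 and 0) with the meningeal level, and 0 with RIN as a term, with the class term and among 162 bp libraries.

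At 0.1 the 5 female DEGs became 2518 (1304 and 1214) with unadjusted p, 174 (92 and 82) in DESeq2, 11 (8 and 3) without a filter, 11 (6 and 5) with RIN, 3 (1 and 2) with the class term, 14 (9 and 5) with the meningeal level, 84 (50 and 34) in the exact test, 100 (64 and 36) in the likelihood ratio test and 9 (8 and 1) with all 22 rats. At 0.001 the count of 0 became 84 (54 and 30) with unadjusted p, 9 (7 and 2) in DESeq2, 3 (0 and 3) among 162 bp libraries, 1 (0 and 1) with the class term, and 5 (5 and 0) in the exact test and in the likelihood ratio test.

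The numbers of the tissue codes do not pair the rats, with correlations of residuals between rats of 1 number from -0.077 to 0.031. The block fits leave out intact male 3 and GDX male 4, whose numbers occur in 1 male group only. With the number as a block, the male counts were 1280 (623 and 657) at 0.1 and 0 at 0.001, and the female count 0 at 0.1. With the block and the class term together they were 1 (1 and 0) and 0 in males and 9 (8 and 1) and 1 (0 and 1) in females.

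The 599 sex DEGs became 3420 with unadjusted p, 34 (15 and 19) among 162 bp libraries and 21 (9 and 12) with the meningeal level. The 18 interaction genes became 2995 with unadjusted p, 243 (157 and 86) in DESeq2, 33 (27 and 6) without a filter, 6 (5 and 1) with the 1 CPM filter, 5 (4 and 1) with RIN, 5 (5 and 0) among 162 bp libraries, 6 (5 and 1) with the class term and 1 (1 and 0) with the meningeal level. The single gene that parted the library classes became 2059 with unadjusted p, 59 in DESeq2, 210 without a filter and 0 with RIN.

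The share of variance between sexes and between male groups stayed past its threshold under every alternative run. In females it passed over all kept genes (11.53%, exact p = 0.00866) and with scaled genes (11.7%, exact p = 0.0195), and between the library classes over all kept genes (12.81%, exact p = 0.04). The first component's 25.8% became 16.25% over all kept genes, 22.5% with 1000 genes, 20.53% with scaled genes, 22.49% without sex-linked genes and 23.33% among 162 bp libraries. The male difference in expressed genes was 20.2 at 0.5 CPM (exact p = 0.786), 76.4 at 2 CPM (exact p = 0.103), 140 with TMM library sizes (exact p = 0.0556) and 29.5 among 162 bp libraries (exact p = 0.333), and the female one 97.2 with TMM library sizes (exact p = 0.0216).

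Of the lists, the meninges list in males (1.213, adjusted p = 0.0682) and the endothelial list in males (0.49, adjusted p = 0.0682) and females (0.4, adjusted p = 0.0512) were not called under an estimated correlation. The motor neuron list was called neither under fry nor under an estimated correlation in females (-0.317, adjusted p = 0.0558 and 0.0597) and between classes (0.367, adjusted p = 0.194 and 0.154).

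Of 419 values of named genes under other settings, 326 kept their direction and side of the threshold, 80 kept the direction and lost the call, 7 gained a call and 6 changed sign. Those 6 were Stx7 in males (0.02 among 162 bp libraries and 0.02 with the class term), Tnnt2 (-0.08), Dpp4 (-0.47) and Wnt6 (-0.46) in males with the meningeal level, and Rlim in females (-0.06) with the block and the class term. Dpp4 and Wnt6 are themselves genes of the meninges list.

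With each rat left out in turn, male DEGs ranged from 1202 (without GDX 5) to 2446 (without GDX 1) at 0.1 and from 1 to 33 (without GDX 1) at 0.001, where 8 rats other than GDX 1 and GDX 5 gave 1. Female DEGs ranged from 0 (without OVX 1 or OVX 6) to 113 (without intact female 1) at 0.1, with 38 without OVX 4, 13 without intact female 3, 11 without OVX 5, 8 without intact female 5, 4 without OVX 3, 2 without intact female 4 or 6 and 1 without intact female 2 or OVX 2, and stayed at 0 at 0.001. Sex DEGs ranged from 352 (without intact male 1; 385 without intact male 5) to 777, interaction genes from 1 to 275 with 19 of 22 fits more than 1.5 times from 18, and class genes from 0 to 2. The shares of variance ranged from 23.5 to 25.77% between sexes, 22.66 to 29.97% in males, 10.51 to 14.02% in females, where leaving out intact female 1, 3 or 6 or OVX 5 gave an exact p of at most 0.0368, and 13.12 to 14.38% between classes, and the first component from 24.02 to 27.2%. The difference in expressed genes ranged from 72.8 to 136.2 in males, with an exact p from 0.0635 to 0.0714 without GDX 1, 2, 4 or 5, and from 79.7 to 125.5 in females, with an exact p of at most 0.0498 without intact female 1, 3 or 5 or OVX 3 or 5. List medians ranged from 1.039 to 1.339 for the meninges list and 0.438 to 0.586 for the endothelial list in males, and in females from 0.308 to 0.536 for the interferon list, 0.35 to 0.488 for the endothelial list and -0.389 to -0.256 for the motor neuron list, which between classes ranged from 0.286 to 0.413.

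GC and length offsets were not run, since no genome or annotation of the build was at hand. The depth, at 12371756 counts or more per library, leaves 3 of the genes of Fig. 3 below the filter on low counts, where 1 library can decide a fold change.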

Differences from the paper's values

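The paper gives 0.001 as the strict level beside its numbers of DEGs and a lower one for the plots of Fig. 3, and 0.001 was used for the comparisons here. For males at 0.001 the paper reports 273 DEGs, 191 upregulated and 82 downregulated, where edgeR's quasi-likelihood test with adjusted p gave 2, 2 and 0. Of the alternatives set before the data were examined, edgeR's exact test (306, 203 and 103) and likelihood ratio test (338, 218 and 120) fell within 1.5 times of all 3 of the paper's values, and DESeq2 of the upregulated number alone (422, 222 and 200). Unadjusted p, RLE factors, no filter, the 1 CPM filter, RIN or the library class as a term, 162 bp libraries only, all 22 rats in 1 fit, both block fits and each rat left out did not.

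For females at 0.1 the paper reports 114 DEGs, where edgeR's quasi-likelihood test gave 5. The exact test (84), the likelihood ratio test (100) and leaving out intact female 1 (113) fell within 1.5 times of the paper's value, and the other alternatives set by then did not. For females at 0.001 the paper reports 6 upregulated DEGs, where the quasi-likelihood test gave 0, with 1516 genes at an unadjusted p under 0.05. The exact test (5), the likelihood ratio test (5) and DESeq2 (7) fell within 1.5 times, and the other alternatives set by then did not. The number of male DEGs at 0.1, 1995 against the paper's 1642, differs by less than 1.5 times.

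Fig. 3A lists Stx7 with a fold change of about 11, read by eye, where the value here was -1.12, and Fig. 3B lists Rlim with about 20, read by eye, where the value here was 2.45. No alternative reached either value, with Stx7 between -1.13 and 1.01 and Rlim between -1.04 and 2.63 over the fits with no single rat left out, and with each rat left out log2 fold changes between -0.23 and -0.05 for Stx7 and between 0.14 and 1.50 for Rlim. These values hold for the genes that carry the 2 symbols in the count table. Among genes noticed after their values were seen, LOC100910446 had a fold change of 10.8 in males and NEWGENE_1559832 one of 20 in females (exact test), near those printed beside Stx7 and Rlim. Both folds rest on a few rats with high levels, and whether the figure's symbols stand for these genes is left open here. The other fold changes of Fig. 3 that could be computed differed by less than 1.5 times from those printed.

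The paper lists 10 genes for males and 6 for females at its threshold of 0.001. The quasi-likelihood test at an adjusted p under 0.1 called 6 of the 10 and 4 of the 6, and the exact test put 8 of the 10 and 4 of the 6 below 0.001. Lilrb2 (exact test, adjusted p = 0.000266) and Dpt (0.000331) are among those 8, and AABR07066020.1 was at 0.00681. All 3 were below the filter of the quasi-likelihood test and under 0.1 without it. Mx2 was at 0.115 in the quasi-likelihood test, 0.00211 in the exact test and 0.000575 in DESeq2, and was also called at 0.1 by the likelihood ratio test, without a filter and with the block and the class term. Stx7 (exact test, adjusted p = 0.5) and Rlim (0.54) were called under no alternative with p adjusted over all genes tested. Adjusted over the 6 genes of Fig. 3B alone, Rlim was called in females.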

Other observations

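The tests of library class and of meninges content on the male DEGs, of the class on the female DEGs, and of the splits of the rats had been set earlier, and the other tests here were chosen only after the results were seen.

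The male DEGs were weighed against the library class, since all GDX libraries are in the 162 bp class. Chance is argued against, since 1 of 100 splits of the 10 males, the real one, gave as many genes, though the highest other split gave 1140. In intact females, which share no library with the males, the difference between 162 bp and 244 bp libraries in the direction of the male change had a median of 0.016 on the log2 scale over the male DEGs, against a median change of 0.297 in males and a range of -0.033 to 0.031 over all 15 choices of 2 of these females. With the class as a term the male changes had a median ratio of 1.017 to those without it, all 1995 kept their sign, and 665 stayed called. The class as the whole cause is argued against by these values. The 440 genes called among 162 bp libraries compare 5 GDX with 2 intact males, and the 10 possible pairs of intact males gave from 7 to 548 with a median of 223.

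A higher content of meninges or fibroblasts in the GDX libraries is a candidate explanation for part of the male DEGs, since the list rose by a median of 1.213. With the list's mean as a term 3 of the 1995 genes stayed called, the median ratio of the changes was 0.499 and 86.4% kept their sign. That term moves with the groups themselves, so this fit does not separate tissue content from a response of the meninges to GDX. In intact rats the list was lower in males than in females by a median of -1.079, and its level parts the intact males from the intact females completely, so that meninges content and sex cannot be told apart for 582 of the 599 sex DEGs. For the other 17 meninges content is argued against, since they stayed called with the list's mean as a term, and 8 of them part males from females in all 22 libraries, Kdm5d and Eif2s3y among them, though GDX males had a list level near that of females. For the 599, chance is argued against (1 of 100 splits, the highest other split giving 131 genes).

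For the 5 female DEGs chance is made less likely but not excluded (4 of 100 splits, the highest other split giving 23 genes). The library class cannot be told apart from OVX in this set: 1 of the 5, RT1-S3, stayed called with the class as a term, while all 5 kept their sign. The lower motor neuron list in OVX females may follow the library class, since in intact males, which share no library with the females, it was 0.338 higher in 244 bp libraries, with 13 of 13 genes (exact permutation p = 0.2, with 3 against 2 rats), and in intact females 0.311 higher with 12 of 13 (exact p = 0.0667). Between the classes, 1 gene, Penk, was called in intact rats (log2 difference -0.55, adjusted p = 0.0825 from edgeR), where 1151 genes had an unadjusted p under 0.05, and chance cannot be excluded (28 of 100 splits). Penk stayed under 0.1 in 2 of 11 fits with each rat left out.

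Of the 1985 male DEGs tested in females, 81.0% (1608) changed in the same direction after OVX, and 432 of the 1985 had an unadjusted p under 0.05 in females. Chance cannot be excluded for this share (6 of 100 splits of the females were as far from an even division), and with the library class as a term in both sexes it was 73.3%. Since random splits of the females reach such shares too, the class cannot be told apart from gonadectomy in this share.

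Of the 21 lists, that of lymphocytes held 2 kept genes and was not tested. In males 9 of 20 lists were called by camera at an adjusted p under 0.05, of which 6 held under fry and 0 under an estimated correlation. Besides the 5 lists described above these were erythroid (median log2 fold change 1.716, camera adjusted p = 0.000251), the genes of Fig. 3A (2.316, 0.000193), microglia (0.144, 0.0339) and motor neuron (-0.234, 0.0255), and of these only the genes of Fig. 3A held under fry (0.0356). The lists not called were astrocyte (0.047), oligodendrocyte (0.088), dorsal horn (-0.036), ependymal (-0.031), the genes of Fig. 3B (0.081), histone (0.107), immediate early (0.168), interferon (0.085), sex-linked (0.065), steroid (0.042) and skeletal muscle (-0.411), with adjusted p from 0.0837 to 0.984. For the ependymal and skeletal muscle lists the direction of the test was up while the median was negative. In females 12 of 19 were called, 4 under fry and 2 under an estimated correlation, interferon and the genes of Fig. 3B (0.787, camera adjusted p = 1.07e-22), which were chosen on these rats. The other calls were endothelial, erythroid, motor neuron, pericyte (0.259, 4.63e-08), microglia (0.134, 0.000978), meninges (0.143, 0.0017), oligodendrocyte (0.052, 0.00482), skeletal muscle (1.306, 0.00624), neuron (-0.051, 0.00997) and histone (0.134, 0.036). Not called were dorsal horn (0.131), ependymal (0.281), immediate early (-0.014), astrocyte (-0.005), the genes of Fig. 3A (-0.029), Schwann cell (0.031) and steroid (0.061), with adjusted p from 0.0644 to 0.883, and the sex-linked list held too few genes. The tests of the immediate early, astrocyte and Fig. 3A lists pointed up while their medians were negative. Between the classes 7 of 20 lists were called by camera, motor neuron (0.367), interferon (-0.184, 0.00486), dorsal horn (-0.164, 0.00486), skeletal muscle (-1.178, 0.00411), Schwann cell (0.151, 0.0055), astrocyte (0.047, 0.0176) and ependymal (-0.405, 0.0482), and 0 of them held under fry or under an estimated correlation. The other 13 had adjusted p from 0.0884 to 0.919.

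Hoxc8 was low in intact males 2 and 5 (5.33 and 3.96 CPM) against 19.7 to 66.9 CPM in the other 20 libraries. The library class is argued against, since 162 bp and 244 bp intact females differed by -0.12. A more rostral level of the cord cannot be told apart from other explanations, since the Hox genes disagree. Of groups 3 to 5, 4 of 7 were higher in both rats than in the 3 other intact males, where chance gives 0.7. Of 9 other genes of groups 6 to 13, Hoxc6, Hoxc9 and Hoxd9 were lower in both rats, as a more rostral level would have it, while Hoxb6, Hoxb7 and Hoxb8 (35.6 and 39.6 against 27.3 to 34.9 CPM) were higher in both, which goes against it, and chance gives 0.9 each way.

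In 30 genes the libraries fell into a high and a low set with a log2 gap of at least 2. Of these 8 part the sexes, and none of the other 22 parts the groups within a sex completely. In 6 of the 22 the high libraries all lie in 1 group, where random placement of the high libraries gives 2.34. These are Nup210l, Ebna1bp2, NEWGENE_1559832 and AABR07028989.1, high in some OVX females, and LOC100360117 and Ube2b, high in 2 intact females each. Removal of the gonads cannot be told apart from a variant of single rats or of the strain as the source of these genes, since relatedness and genotypes of the rats were not analysed here. Nup210l, singled out after its values were seen, had 18.9, 21.8, 40 and 48.8 CPM in OVX 1, 2, 3 and 6, and a fold change of 66.1 in the exact test (adjusted p = 1.82e-07) and of 63.8 in the quasi-likelihood test without a filter (adjusted p = 0.0105). LOC100360117 had 82.3 and 51.3 CPM in intact females 1 and 4 and 2.94 to 6.06 CPM in the others.

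Other values were noticed after they were seen. Prg2, a gene of granulocytes, had 5.73, 2.34 and 2.93 CPM in GDX 4, 5 and 6 (log2 fold change 3.12, adjusted p = 0.0266 from edgeR). GDX 1 and 2, at 0.133 and 0.692 CPM, lay within the range of intact males, 0.0656 to 0.779 CPM. Epx, Mpo, Mmp8, S100a9, Ngp and both Hba-a2 entries were also higher in GDX 4, 5 and 6 than in every intact male. S100a9 had 5.46, 1.99 and 4.89 CPM there, against 0.151 to 0.779 CPM in intact males. Ngp was not called in males by the exact test (adjusted p = 0.268). Blood left in the tissue after perfusion stays open for these genes in males as well, and was not tested. LOC100910446 had a fold change of 10.8 in males (exact test, adjusted p = 0.000144), with 9.18, 26.6 and 23.3 CPM in GDX 2, 4 and 6, but also 8.21 and 13.6 CPM in intact females 5 and 6 and 15 CPM in OVX 1, against 0.437 to 2.11 CPM in the other libraries, GDX 1 and 5 included. NEWGENE_1559832 had one of 20 in females (exact test, adjusted p = 0.0593), the latter with 10 CPM in OVX 1 and 7.96 CPM in OVX 6. Rlim fell in males, with a log2 fold change of -1.78 (adjusted p = 0.0304) and 9.78 CPM in intact male 6. Ddx3y had 0.284 to 1.71 CPM across both sexes, while Ddx3, listed under that symbol, had 82.6 to 113 CPM in males. AABR07039356.2 had 85.5 to 102 CPM in females. On the principal components, GDX and intact males differed on the first (-7.72, exact p = 0.0159, adjusted over 6 tests 0.0477) and the second (16.1, exact p = 0.00794, adjusted 0.0476), and no component parted OVX from intact females (exact p from 0.188 to 0.32).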
